A study of Rattus norvegicus with 6 samples. Its data were reported in "Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets" (2015).

How the data were processed

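RNA of pancreatic islets from 3-month-old and 12-month-old rats was profiled on 1-colour Arraystar/Agilent arrays, with 3 arrays of each age. Each array holds 42136 non-control spots for 24684 probes, printed on 1, 3 or 10 spots each. The deposited scanner files hold, per the file headers, spot intensity quantified with Agilent Feature Extraction 11.0.1.1: a background-subtracted intensity, which was used here, and the uncorrected median intensity of the spot and of its local background. Per the file headers no normalization between arrays had been applied to them, and the other columns used here hold probe names, spot positions, control types and quality marks. The authors also deposited a table of log2 values for 12145 probes, all of them mRNA probes and all well above background on at least 3 arrays. These log2 values followed the quantile-normalized values computed here with a correlation across probes of at least 0.9996 on each array; their filter is not stated. Arrays have no read depth, and the number of arrays limits the precision.

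Age was taken from the labels. The 12-month arrays 1 and 2 and all 3-month arrays carry a number in the labels; the 12-month array numbered 3 here carries none, and its number only names it.

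The log2 of the background-subtracted intensity was averaged over the spots of a probe that the scanner software had not marked as outliers, and quantile normalized over all non-control probes. A probe was kept if it was well above background on at least 3 of the 6 arrays, which left 17944 probes. Of these, 68 lacked a value on at least 1 array, and 3 could not be tested, so that 17941 were tested. No probe was saturated. The ages were compared with limma 3.58.1 (lmFit and eBayes, two-sided, no block) in R 4.3.3, with Benjamini-Hochberg adjustment over the tested probes. Calls were counted at an adjusted p under 0.05 and at the threshold of the study, a fold above 2 with an unadjusted p under 0.05. An exact permutation test of 3 arrays against 3 has 20 arrangements and cannot give a two-sided p under 0.1.

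Gene names came from RefSeq accessions matched without versions to a table of assembly GRCr8; the array design uses another build, so no coordinates are given. Of 15321 mRNA probes 14274 matched, and of 1729 non-coding RefSeq probes 20 matched. For a gene with several probes, the probe with the highest mean over the 6 arrays was used. Of 246 genes with several kept probes, 39 had probes of opposite sign, and 1 had probes past an unadjusted p of 0.05 in both directions.

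Lists of genes for 6 pathways and 9 cell types were written before the data were examined but after the study's text and its tables of pathways and genes had been read, and the pathway lists hold genes of those tables. Also written before the data were examined were the main settings, the alternatives and the rule for naming genes. The lists were tested with camera at a preset correlation of 0.01, with fry beside it, and adjusted over the 6 and over the 9 lists. The rule named the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, groups that did not overlap and signal well above background on all 3 arrays of the higher age, together with the genes the study measured by qPCR and 5 islet hormones. A gene of the qPCR list and a pathway list are not reported here by name, although the counts include them. Where a gene was not well above background on any array of an age, only a bound is given for the main settings. It compares the brighter age's mean with a floor for the dimmer age. The floor is the mean, over the dimmer arrays, of the higher of the lowest log2 signal well above background and the probe's own signal. That lowest signal is taken over all probes of an array, so it is not a limit measured for the probe itself.

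The alternatives were a shift of each array to a common 75th percentile; normexp background correction with an offset of 50 on median signals, since a mean signal column was not used here; the authors' table; other filters; an intensity trend with robust variances; array weights; blocks by replicate number; 4 arrays whose names share an ending; each array left out; plain t-tests; and other thresholds. Chosen after seeing the data were the restriction to probes with a value on all 6 arrays and camera with an estimated correlation. So were the pathway lists without the genes of the study's tables, array weights estimated gene by gene, and t-tests on the authors' table. Every alternative for the comparison of mRNA probes with all other probes was also chosen after seeing the data.

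The limma step was tested on simulated data of 17876 probes with 200 changed. At true folds of 2, 4 and 8 it recovered 0%, 34.5% and 76.5% of them at the adjusted threshold, with 0, 4 and 8 false calls. At the study's threshold it recovered 41.5%, 91.0% and 97.5%, with 389 to 426 false calls. With no changed probe there were 0 calls at the adjusted threshold and 426 at the study's. The Benjamini-Hochberg cut loosens as more probes change, and 1502 probes passed it in the data. The recovery at the adjusted threshold therefore holds for 200 changed probes only. Tests of microRNA recognition sites were left out because no 3′ UTR sequence was used here.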

Results

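The transcript profiles of islets isolated from 3-month-old and 12-month-old rats were compared on 6 arrays, 3 of each age, to ask which transcripts differ with age. Islets are the clusters of hormone-secreting cells of the pancreas. The 3 arrays of each age were read in a scan of their own, so that scan and age cannot be told apart in any comparison. The share of probes well above background was 75.6% ± 2.29 (SD, n = 3) on the 3-month arrays and 61.2% ± 2.62 (SD, n = 3) on the 12-month arrays. The median signal of negative control spots was 30.2 ± 0.764 scanner units (SD, n = 3) at 3 months and 90.5 ± 0.866 (SD, n = 3) at 12 months. Normalized profiles correlated across probes with r between 0.941 and 0.977 within an age and between 0.888 and 0.956 across ages; probes are not independent replicates.

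**Figure D1:**
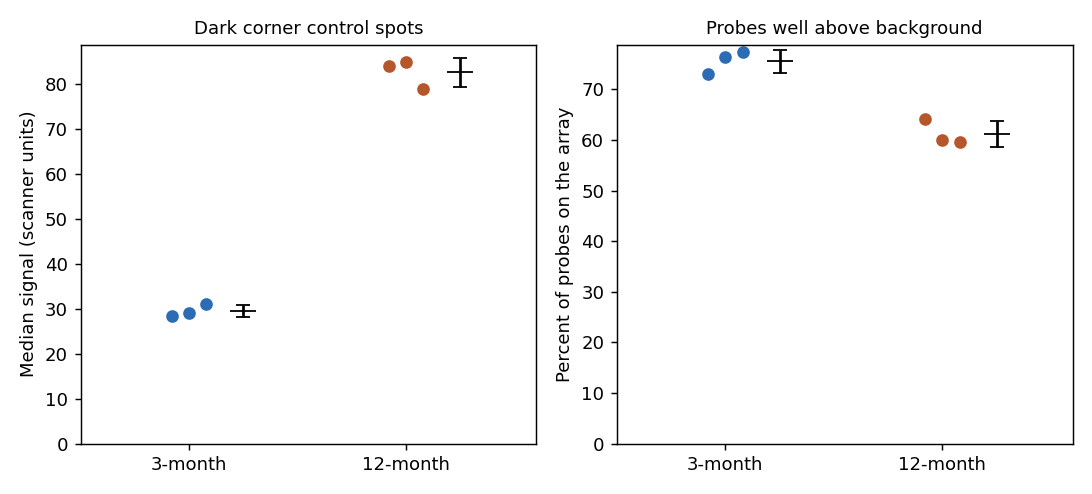
Median signal of dark corner control spots in scanner units (left) and percent of probes well above background (right) for each array, with the mean and SD of 3 arrays per age in black. The 12-month arrays lie between 79 and 85 for dark corners and the 3-month arrays between 28.5 and 31.

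Of 17941 tested probes, 1502 differed between the ages at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 955 higher and 547 lower at 12 months. Without 12-month replicate 1 this count was 208, and it was 0 when only the 4 arrays whose names share an ending were used. At the threshold of the study 3953 probes were called, 1819 higher and 2134 lower. With the 75th percentile shift 4921 were called, of which 1388 were higher, so that the share of higher calls was 28.2% in place of 46.0%. Under that shift the median difference of all probes was -0.40 on the log2 scale, against -0.17 here. The groups did not overlap for 39.1% of the tested probes, where chance gives 10%.

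The balance of higher and lower calls varied with brightness. With the probes ranked by mean signal and divided into 5 equal bins, 308 were called higher and 678 lower at the study's threshold in the dimmest bin, and 172 higher and 88 lower in the brightest. Of the probes above background on no 12-month array, 603 of 1840 were called lower.

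**Figure D2:**
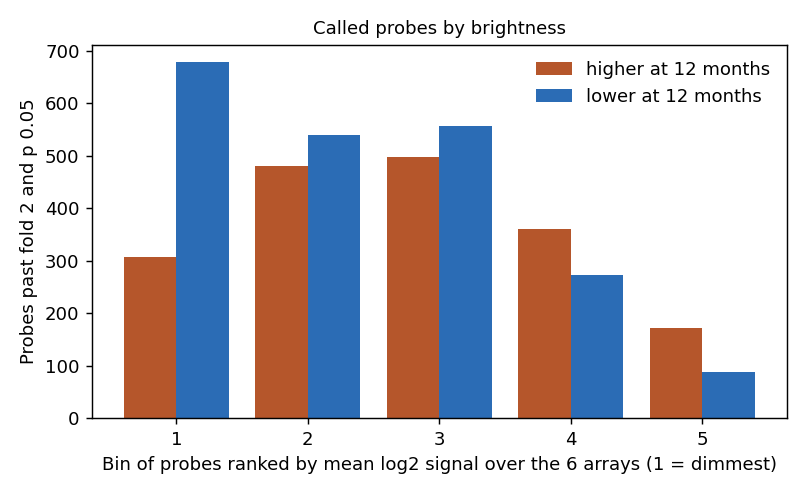
Number of probes past a fold of 2 and an unadjusted p of 0.05 (y axis) in each of 5 equal bins of probes ranked by mean log2 signal (x axis), higher or lower at 12 months. Lower calls outnumber higher ones in the dimmest bin, 678 to 308, and higher calls outnumber lower ones in the brightest, 172 to 88.

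The study also measured selected transcripts by qPCR. Of a list of 7 such genes, 5 had a probe matched by name. Over all probes 4 of them passed an adjusted p of 0.05, or 3 with no filter on dim probes. When adjusted over the list alone, 4 passed. The study chose some of these genes on the same arrays, so the count over the list is not independent evidence. *Slc2a2* rose from 11.06 ± 0.53 to 15.17 ± 0.38 log2 units (SD, n = 3), a difference of 4.11 (limma SE 0.35, adjusted p 0.00369). *Neurod1* was higher by 2.20 (limma SE 0.28, adjusted p 0.0108). *Cacna1c* was higher by 1.19 (limma SE 0.25, adjusted p 0.0371), and passed the adjusted threshold under none of the fits that left out 1 array. Each of these named genes was higher on all 3 of the 12-month arrays than on any 3-month array, with an exact permutation p of 0.1, the smallest the design allows. *Pdgfra* differed by 0.13 (limma SE 0.39, adjusted p 0.835), less than the spread between arrays.

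The rule for the largest rises named *Ghr*, *Lig4*, *Gnai1*, *Klhl9* and *Baz2b*. *Klhl9*, above background on all arrays, rose from 6.58 ± 1.22 to 12.11 ± 0.34 log2 units (SD, n = 3; limma adjusted p 0.00666). *Ghr*, *Gnai1* and *Baz2b* were above background on 1 of the 3 arrays at 3 months, so the size and rank of their rises rest on signals near background. With normexp, whose offset compresses dim differences, the log2 rises were 4.72 for *Klhl9*, 3.54 for *Ghr*, 2.89 for *Gnai1* and 2.46 for *Baz2b*. *Lig4* was not well above background on any 3-month array, so only a bound is given. Under the main settings the bound was a 37.9-fold rise at 12 months, or 5.24 in log2 units. With normexp the estimated log2 rise of *Lig4* was 2.50, smaller than this bound. Among the largest falls, *Prph* fell by 3.04 and *Slc6a3* fell by 2.83, both above background on all arrays. *Prph* passed the adjusted threshold under 13 of 23 alternatives and *Slc6a3* under 11 of 23. *Myl2*, *Fam131b* and *Kiss1* were not well above background on any 12-month array. Under the main settings the bounds on their falls were 5.68-fold, 1.99-fold and 2.17-fold, or 2.51, 0.991 and 1.12 in log2 units. With normexp the log2 differences were -1.43, -0.710 and -0.902, each smaller in size than its bound. These bounds therefore depend on the background handling. With normexp *Fam131b* and *Kiss1* were not called, with limma adjusted p-values of 0.103 and 0.0638. The adjusted p-values of the 5 falls ran from 0.0286 to 0.0489 in limma. None of the 5 passed without 12-month replicate 1, without 12-month replicate 3 or without 3-month replicate 1. Each passed under some of the other fits that left out 1 array.

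The islet hormone transcripts were among the brightest on the arrays, where quantile normalization fixes values by rank. *Ins1* differed by 0.10, *Ins2* by -0.12, *Gcg* by 0.19, *Sst* by 0.32 and *Ppy* by 0.44, with limma adjusted p-values from 0.195 to 0.786. With the 75th percentile shift the differences of *Ins1*, *Gcg*, *Sst* and *Ppy* were negative.

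**Figure D3:**
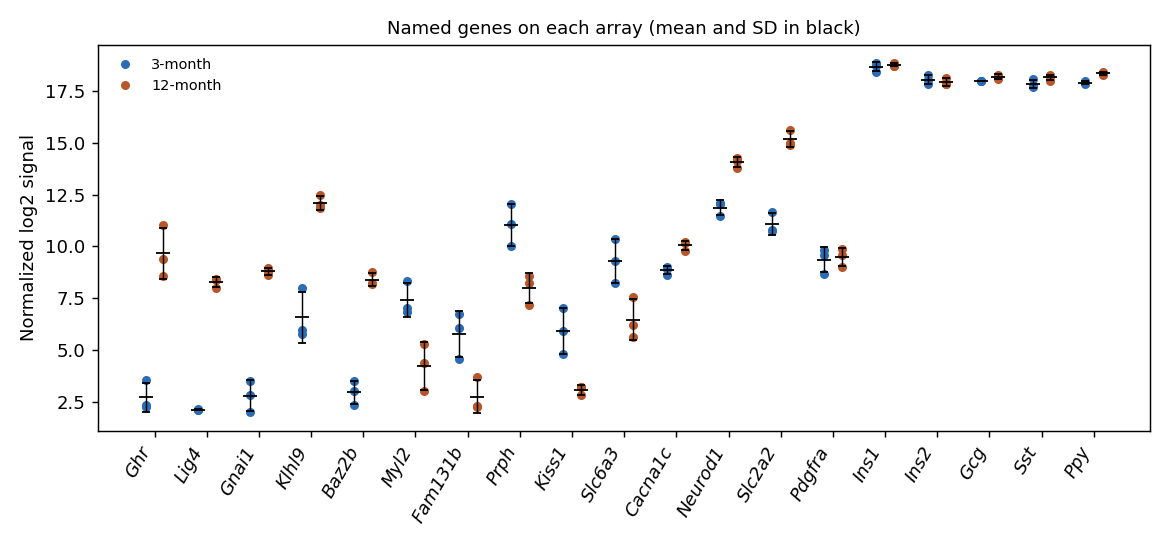
Normalized log2 signal (y axis) of each named gene on each array, 3-month in blue and 12-month in orange, with the mean and SD of 3 arrays in black. *Slc2a2* lies at 11.06 and 15.17 and the hormone transcripts lie near the top of the range at both ages.

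The study related its higher transcripts to insulin secretion, MAPK signalling and MODY, a form of diabetes caused by single genes. The study picked out these pathways on the same arrays, and the lists used here hold genes it had called and printed, so their passing is not independent evidence. In camera 3 of 6 pathway lists passed, all higher at 12 months. The MAPK signalling list had a median difference of 0.42 with 42 of 67 genes higher (camera adjusted p 0.00151). The MODY list had a median of 0.80 with 12 of 19 higher (camera adjusted p 0.00834), and the insulin secretion list a median of 0.35 with 26 of 41 higher (camera adjusted p 0.00757). All of these calls held under fry and none held in camera with an estimated correlation. There the camera adjusted p was 0.400 for insulin secretion and 0.107 for each of the others. The estimated correlation was 0.111 for insulin secretion, 0.0103 for MAPK signalling and -0.00703 for MODY, against the preset 0.01. A higher correlation between genes therefore does not account for the loss of the MAPK signalling and MODY calls. Of the tested genes 16 for MAPK signalling, 4 for MODY and 9 for insulin secretion were among those already called. Without them 0 lists passed, with camera adjusted p-values of 0.673, 0.673 and 0.681; as those genes were chosen for their change, leaving them out lowers the lists. The lists for proliferation and for immediate early and stress genes did not pass, with camera adjusted p-values of 0.809 and 0.0916. Under the alternatives the immediate early and stress list passed in 5 of 20, and the proliferation list in 0 of 20.

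Markers of cell types were compared because the study discussed islet composition. In camera 2 of 9 lists passed. Nerve and Schwann cell markers were lower for 12 of 12 genes with a median of -1.07 (camera adjusted p 0.00144), and beta cell markers had a median of 0.59 with 8 of 11 higher (camera adjusted p 0.0235). Both held under fry, which also called the other endocrine list, and neither held with an estimated correlation. Leaving out genes held by more than 1 list or measured by qPCR in the study left 4 beta cell genes, among them *Ins1* and *Ins2*. These did not pass, with a camera adjusted p of 0.751, and 4 genes are too few to weigh against the full list. The medians of the lists that did not pass were 0.23 for other endocrine, 0.05 for acinar, -0.05 for duct, -0.59 for endothelial, 0.86 for stellate and mesenchymal, -0.43 for immune and -0.65 for red blood cell markers. For duct markers the camera direction was upward and the median negative, while for acinar markers the mean was -0.02.

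**Figure D4:**
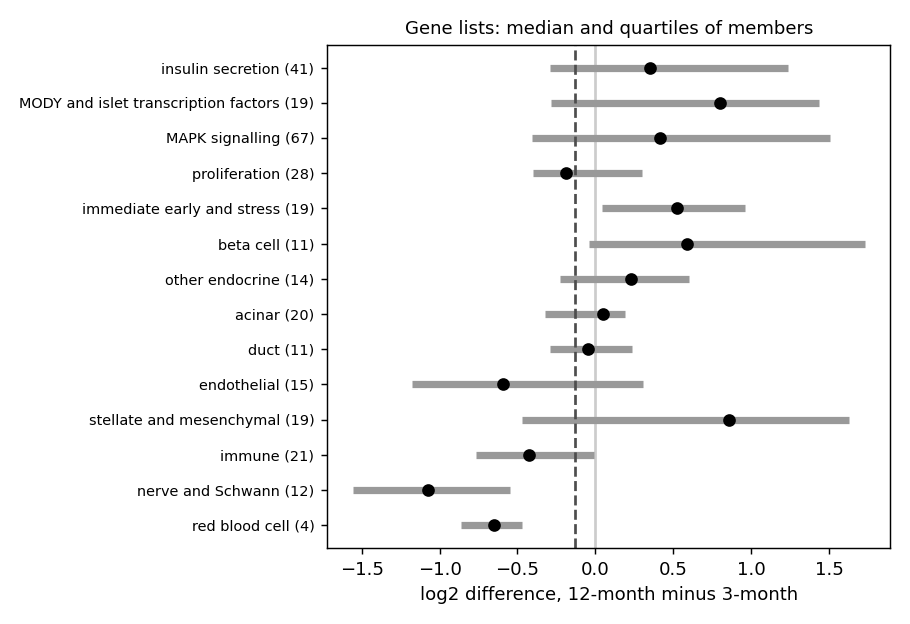
Median (points) and quartiles (bars) of the log2 differences, 12-month minus 3-month (x axis), of the genes of each list, with the number of genes tested in parentheses and the median of all genes as a dashed line at -0.13. The nerve and Schwann list lies lowest, at -1.07.

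Of 12286 kept mRNA probes 19.8% passed the study's threshold. The share was 24.9% of 2598 probes with names starting MR, 28.9% of 1154 non-coding RefSeq probes, 34.9% of 370 probes for ultraconserved elements and 27.2% of 1533 others. The share outside the mRNA class was 7.20 percentage points higher than within it. It was 6.61 points higher with probes well above background on all 6 arrays only, 1.02 with normexp and 0.554 with no filter on dim probes, so the size of the gap depends on the filter and the background handling. These classes differ in brightness, with a median log2 signal of 9.42 for mRNA probes and 5.56 for ultraconserved elements.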

Values the study reported

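The study reported 632 genes with higher and 397 with lower expression in the islets of 12-month-old rats, at a fold change above 2.0 and a nominal p below 0.05 with 3 samples per age.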

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

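The dark corner test was written before those values were seen. Dark corner spots, controls that carry no rat probe and enter no comparison, had a mean of the median signals of 82.7 ± 3.21 on the 12-month arrays and 29.5 ± 1.32 on the 3-month arrays (SD, n = 3), a ratio of 2.80. They were singled out because a signal appears in spots outside the measurement. Since spots without a rat probe also separated the 2 scans, a difference between the scans is a possible explanation of the higher background at 12 months. Whether RNA of the older islets contributed was not tested, and age and scan share the same arrays.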

How the results depend on the processing

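Alternatives chosen after seeing the data are named in the processing section.

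Against 1502 probes at the adjusted threshold, the count was 2339 with no filter, 5694 with array weights, 4000 with gene-by-gene weights, 437 with the methods' t-test, 270 with that test on the authors' values, 3825 at an adjusted p under 0.1 and 0 with the 4 arrays whose names share an ending. There 1412 of the 2604 probes at the study's threshold were higher. The planned array weights stopped before converging and gave 12-month replicate 1 a weight of 8.56. Leaving out 1 array gave 208 (without 12-month replicate 1) to 2163 (without 12-month replicate 2). With the 75th percentile shift 46.2% of the calls were higher, against 63.6%.

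Against 3953 probes at the study's threshold, the count was 2102 with normexp, of which 59.1% were higher, 2379 on the authors' values, which cover fewer probes, and 1745 there with the methods' t-test, 987 higher and 758 lower. Leaving out 1 array gave 3122 to 4885. The methods' t-test gave 2727, and the restriction to probes with a value on all 6 arrays gave 3942, with 1491 at the adjusted threshold. Except where stated, the cause of these changes was not tested.

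Replicate numbers did not pair the arrays: deviations of arrays with number 1 correlated at -0.01 and with number 2 at -0.31, and the third pair, formed by elimination, at -0.26. With the replicate block of 3 pairs 97 probes passed the adjusted threshold, and with the numbered pairs only 0 did. A paired t-test gave 1 probe at the adjusted threshold and 1550 at the study's. On the authors' values it gave 0 and 1031, of which 633 were higher and 398 lower. Of the qPCR genes 1 passed with the block of 3, 0 with the numbered pairs, and 0 with either paired t-test. The gap in share between mRNA probes and all other probes was 5.20 points with the block, 0.630 with the numbered pairs and 0.454 with the paired t-test. The counts of lists were 3 and 2 under both blocks.

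Of the qPCR genes 4 passed. The count was 3 with no filter, with values on all 6 arrays, and with the mean of all probes of a gene. It was 2 with the methods' t-test on either set of values, 0 with the 4 arrays, and 2 to 3 with 1 array left out. Adjusted over the list alone, 4 passed under all alternatives.

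No pathway list passed (0) with probes well above background on all 6 arrays, with the estimated correlation, or without the genes of the study's pathway tables; leaving out 1 array gave 3 to 4. Of the cell type lists 1 passed with the 75th percentile shift, with normexp, with probes above background on all arrays and without shared genes, which left 4 beta cell genes, and 0 with the estimated correlation; leaving out 1 array gave 2 to 4.

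That gap between mRNA probes and all others was 12.3 points with the 75th percentile shift, 1.02 with normexp and 0.554 with no filter. It was 8.74 with array weights, 8.65 with gene-by-gene weights and 1.94 with the 4 arrays. The methods' t-test gave 2.95, and leaving out 1 array gave 2.15 to 9.82.

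Signs changed only for results that were not called. With the 75th percentile shift *Ins1* was at -0.67, *Gcg* at -0.22, *Sst* at -0.076 and *Ppy* at -0.037. *Pdgfra* was at -0.06 without 12-month replicate 1 and ran from -0.21 to 0.36 with 1 array left out, and *Ins1* ran from -0.022 to 0.19. Relative to all genes, proliferation was at 0.057 with the 75th percentile shift, 0.094 with array weights, 0.20 with the numbered pairs and from -0.22 to 0.14 with 1 array left out. Acinar was at -0.27 and duct at -0.079 with the shift. With the numbered pairs acinar was at -0.29, duct at -0.17 and immune at 0.071. With array weights immune was at 0.088 and red blood cell at 0.14. With 1 array left out acinar ran from -0.018 to 0.26, duct from -0.11 to 0.26 and immune from -0.51 to 0.020.

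*Slc2a2* passed under 19 of 23 alternatives. The higher background of the 12-month arrays limits what can be said of dim probes. Blocks by slide or scan could not be fitted because each age lies in 1 scan, and the microRNA site tests were not run.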

Other observations

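Chosen only after the result was seen were the tests of dim probes, of probes above background on all arrays, of the splits for both counts of probes, of the scans, of variation within an age and of the share of non-endocrine cells; the others were written first.

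The count of higher probes at the study's threshold was 1819 here. That is higher than the value quoted from the study above. The count of lower probes was 2134. That is also higher than the value quoted from the study above. The study's supplement names a paired t-test, and the authors' deposited table holds mRNA probes only. A paired t-test on that table, chosen after seeing the data and with the third pair formed by elimination, called 633 probes higher and 398 lower.

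Of the probes lower at 12 months at the study's threshold, 28.3% were above background on no 12-month array. A detection limit that differs between the scans may produce such calls, but a split by detection also removes probes that truly fell, so this cannot be told apart for dim probes. Another 55.1% of the lower calls were above background on all 6 arrays, which argues against a detection limit as the cause of those. Age itself stays open and untested against scan.

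The splits of the arrays cannot exclude chance for any count, because 3 arrays against 3 make 10 splits. The real split was the 1 split of 10 with as many probes at the adjusted threshold and the 1 of 10 at the study's; other splits gave 0 probes at the adjusted threshold and 92 to 1675 at the study's. Simulated independent probes with no change gave 0 and 426 calls, against 1502 and 3953 here, but probes of real arrays are not independent. For the pathway lists 3 of 10 splits gave as many passing lists as the real one, and for the cell type lists 9 of 10 did, with up to 7 lists.

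The number of scans holding both ages was 0, so scan and age cannot be told apart for the changed probes. Position on the array explained 0.252% of the variance of the age differences beyond shuffled positions, over 12622 single-spot probes, which argues against it. Age differences of a pair of arrays correlated across probes with differences between the other arrays of 1 age with a median size of 0.294, and 9 of 18 such correlations were over 0.3. An axis of sample quality or tissue make-up that also varies within an age could contribute, and the value lies too near the limit set for it to decide.

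Across 74 ultraconserved elements with both strands kept, the differences of the plus and minus probes correlated with r of 0.485 and rho of 0.276. The value lies between the limits set, so whether the differences are specific to the strand stays open.

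Nerve and Schwann markers were lower at 12 months. All 12 markers were above background on all 6 arrays, with a median of -1.07, which argues against a detection limit. Relative to all genes the median was -0.76 with the 75th percentile shift and -0.78 with normexp, which argues against the normalization. A smaller share of all non-endocrine cells could lower them. Stellate and mesenchymal markers had a median of 0.86, acinar markers 0.05 and duct markers -0.05. Endothelial, immune and red blood cell markers had medians of -0.59, -0.43 and -0.65. The arrays of the stellate, acinar and duct lists overlapped between the ages, so this stays open. Fewer nerve fibres in the older islets, their loss in isolation, and the scan are hypotheses that these arrays leave open.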
